A study of Arabidopsis thaliana with 12 samples.

How the data were processed

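Total RNA was sequenced from seedlings of Arabidopsis thaliana of 4 genotypes, with 3 libraries per genotype and 12 in all: the wild type Col-0, the single mutants dxo1-2 and xrn3-8, and the double mutant dxo1-2 xrn3-8. Per the labels' protocols, plants were grown on soil in long days after cold stratification, RNA was taken with Trizol from seedlings of 3 weeks, and stranded libraries were made after removal of ribosomal RNA with a kit for plant leaf tissue. Per the series' design text, plants of all 4 genotypes were grown, extracted, prepared and sequenced in parallel. The Col-0, xrn3-8 and dxo1-2 libraries were used in earlier series, and the double mutant was added in the present one. The labels name no day, lane or batch, so no split by batch could be made.

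Each library's file, as deposited by the authors, held whole-number read counts for 37184 genes, with no normalisation. The aligner, the counting program, the use of strand, the genome build and the annotation are not stated in the labels' protocols or the files. Each file ended with 5 summary lines named as htseq-count names them, for reads without a feature, ambiguous reads, reads of low quality, reads not aligned and reads aligned to more than 1 place. These lines stayed out of library sizes and tests. Of all reads in a file they took 6.99 to 11.1% without a feature, 0.900 to 1.21% ambiguous, 1.51 to 2.08% not aligned and 9.80 to 11.2% not unique, and the low-quality line was 0 in all 12 libraries. A table of the whole series held the same values as the 12 single files and was not used. Because reads aligned to more than 1 place were left out of the gene counts, genes with near-identical copies can be undercounted. Genes that overlap another gene on the opposite strand are uncertain as long as the use of strand is not stated.

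The gene counts of a library summed to between 60138933 and 81494915, with a median of 69919857. The reads carried no molecular identifiers. Standard errors and standard deviations given below rest on the spread between libraries of a genotype, not on counting error alone. Between libraries of 1 genotype, a chi-square test of the gene counts gave 15.1 to 97.8 per degree of freedom over the 12 pairs, so no pair matched within sampling noise and each library counted as 1 replicate.

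Gene identifiers were matched to the RefSeq annotation of TAIR10.1, which was used for names, gene types, neighbour order, strand, length and GC content, and no coordinates are given because the build behind the counts is not stated. The match held for 36899 nuclear identifiers. The other 285 identifiers, 133 plastid-encoded and 152 mitochondrion-encoded genes, were not matched and were recognised by their prefix. DXO1 is AT4G17620, which has no symbol in the table of names, and XRN3 is AT1G75660.

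Differential expression was tested with edgeR 4.0.16 in R 4.3.3, by the quasi-likelihood F-test (glmQLFit, glmQLFTest) on the counts as deposited. TMM scaling and filterByExpr with a minimum count of 10 and a minimum total of 15 left 21974 genes. All 12 libraries entered 1 fit with 1 coefficient per genotype and no covariate, and p-values were adjusted by Benjamini-Hochberg in each of 6 tests: the 3 mutants against Col-0, the double mutant against each single mutant, and the interaction. The interaction is the log2 change of the double mutant minus the sum of the log2 changes of the single mutants, each against Col-0. A gene was called changed at an adjusted p under 0.05, without a limit on the fold change. The standard error of a log2 fold change was the fold change divided by the square root of its F statistic. Levels are given as CPM, counts relative to the TMM-scaled library size, as mean and standard deviation over 3 libraries. The test was tried on simulated counts with the Col-0 means for all genotypes, the fitted dispersions and the real library sizes. In each of 3 effects, 200 genes of at least 1 CPM in Col-0 were changed by 1.5 on the log2 scale, equally often up and down. Over 20971 simulated genes it recovered 93 to 99.5% of the changed genes, and 2.93 to 5.94% of its calls were false. Far more genes passed in the real tests, 20.9 to 46.4%. Their median absolute log2 change was 0.56 to 0.86, so the simulated rates need not hold there.

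The comparisons, the alternatives, the gene lists and the rule for naming genes were set before the data were examined. For each of the 6 tests, the 2 genes with the highest and the 2 with the lowest log2 fold change were named among genes past the threshold with a mean of at least 5 CPM and, outside the interaction, no overlap between the libraries of the 2 genotypes. DXO1 and XRN3 were added. Gene lists were tested with camera from limma 3.58.1 on log2 CPM with a prior count of 2, at a preset correlation between genes of 0.01, with adjustment over 24 tests of 8 lists in 3 mutants. The rotation test fry and camera with an estimated correlation were run beside it. The lists held nuclear photosynthesis genes, defence-response genes, factors of cytosolic rRNA maturation and of plastid rRNA maturation, plastid-encoded genes, mitochondrion-encoded genes, and genes whose product was named as a cytosolic or a plastid ribosomal protein. Of 10 factors of plastid rRNA maturation, 1 was not analysed here. The interaction of the 8 lists was tested later, after the data had been seen. So were all nuclear genes named as ribosomal proteins, the genes of snoRNAs and a list of clock genes.

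The plastid-encoded share of the counts was compared by an exact two-sided permutation test of the mean. Correlations of log2 fold changes were taken across genes, which are not independent replicates, and set beside 20 simulations of unchanged groups, since comparisons against the same libraries share their chance values. For genes higher in xrn3-8, the share with an upstream neighbour on the same strand ending within 500 bp was set against 10000 lists matched on mean expression in 50 bins. Alternatives were RLE and upper quartile scaling, no filter beyond 1 count, a mean count of at least 50, nuclear genes alone, DESeq2 1.42.0, a fold change of at least 2, the replicate number as a covariate, only the 6 libraries of a comparison, and each library left out in turn. Tables and figures were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.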

Results

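RNA levels were measured in seedlings of 4 Arabidopsis genotypes, with 3 libraries each. DXO1 encodes the plant member of the DXO family of enzymes that act on the 5′ ends of RNA, and XRN3 encodes a nuclear exoribonuclease that degrades RNA from its 5′ end. The series concerns how plants that lack DXO1 process the ribosomal RNAs of the cytoplasm and the chloroplast. With both single mutants and the double mutant dxo1-2 xrn3-8, the effect of each mutation could be measured with and without the other. Gene counts per library ranged from 60138933 in dxo1-2 replicate 2 to 81494915 in xrn3-8 replicate 2, and 23554 to 25312 genes had counts. The 10 most abundant genes took 30.3 to 37.7% of the counts of a library. Nuclear genes annotated as rRNA took 0.000378 to 0.00960%, a share that leaves out the rRNA genes of plastid and mitochondrion, whose types were not matched here.

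Across tested genes, the correlation of log2 CPM was 0.982 to 0.988 for the 12 pairs of libraries of 1 genotype and 0.936 to 0.970 for the 54 pairs of different genotypes. The first principal component held 34.3% of the variance and the second 28.5%. The biological coefficient of variation was 12.7%. The TMM factors averaged 0.882 ± 0.0164 (SD, n = 3) in Col-0, 0.995 ± 0.0188 (SD, n = 3) in dxo1-2, 0.993 ± 0.0457 (SD, n = 3) in xrn3-8 and 1.15 ± 0.0189 (SD, n = 3) in the double mutant.

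**Figure D1:**
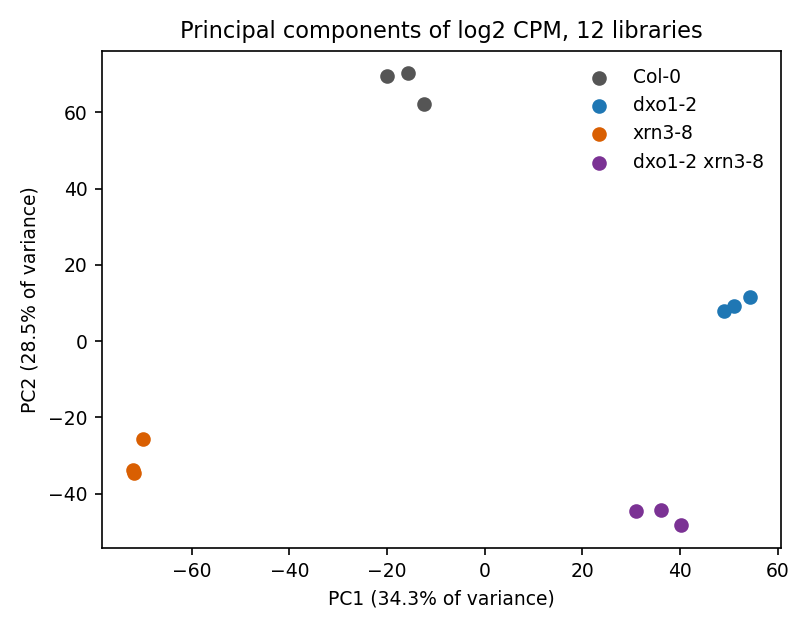
First (x axis) and second (y axis) principal component of log2 CPM over tested genes, 1 point per library, coloured by genotype. The axes hold 34.3% and 28.5% of the variance, and the 3 libraries of each genotype lie together.

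The mutated genes were examined first, in each library. DXO1 (AT4G17620) had 502 to 559 counts in the Col-0 libraries, 76 to 113 in dxo1-2, 639 to 758 in xrn3-8 and 240 to 265 in the double mutant. Its level was 8.82 ± 0.172 CPM (SD, n = 3) in Col-0, 1.52 ± 0.217 (SD, n = 3) in dxo1-2, 9.91 ± 0.420 (SD, n = 3) in xrn3-8 and 3.07 ± 0.0885 (SD, n = 3) in the double mutant. Against Col-0 the log2 fold change was -2.54 in dxo1-2 (SE 0.118, edgeR adjusted p 4.6e-09) and -1.52 in the double mutant (SE 0.110, adjusted p 1.2e-07). In xrn3-8 it was 0.17 (SE 0.105) with an edgeR adjusted p of 0.238. The double mutant held more DXO1 transcript than dxo1-2, by a log2 fold change of 1.01 (SE 0.119, edgeR adjusted p 2.7e-05), and less than xrn3-8, by -1.69 (SE 0.109, adjusted p 7.7e-08).

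XRN3 (AT1G75660) stood at 51.8 ± 0.375 CPM (SD, n = 3) in Col-0, 59.0 ± 0.688 (SD, n = 3) in dxo1-2, 21.6 ± 1.49 (SD, n = 3) in xrn3-8 and 40.2 ± 3.40 (SD, n = 3) in the double mutant. The counts were 2890 to 3269 in Col-0, 1416 to 1684 in xrn3-8 and 3095 to 3384 in the double mutant. Against Col-0 the log2 fold change was -1.26 in xrn3-8 (SE 0.0764, edgeR adjusted p 8.4e-08) and -0.37 in the double mutant (SE 0.0748, adjusted p 0.00116). In dxo1-2 it was 0.19 (SE 0.0747, edgeR adjusted p 0.0563). That value moved most under upper quartile scaling, to 0.23 with an edgeR adjusted p of 0.0205, and its adjusted p ranged up to 0.10 over the alternatives. The double mutant lay below dxo1-2 by a log2 fold change of -0.55 (SE 0.0748, edgeR adjusted p 8.8e-05) and above xrn3-8 by 0.90 (SE 0.0759, adjusted p 7.6e-07). The interaction was 0.85 for DXO1 (AT4G17620; SE 0.158, edgeR adjusted p 0.00191) and 0.71 for XRN3 (SE 0.106, adjusted p 0.000394), so each transcript was lower in its single mutant than in the double mutant. Neither gene overlaps another annotated gene.

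**Figure D2:**
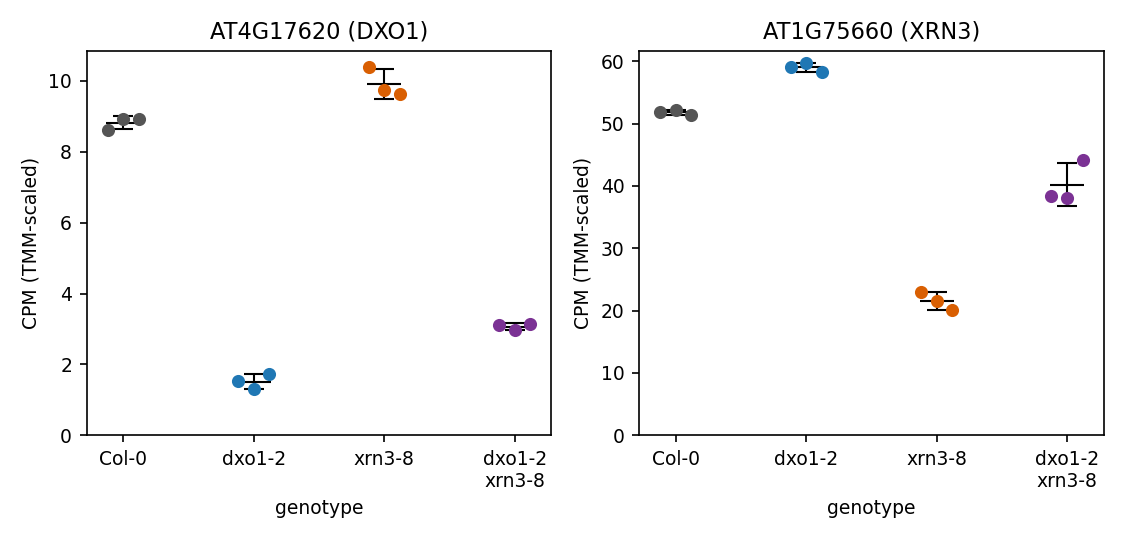
CPM (y axis) of DXO1 and XRN3 in each library of the 4 genotypes (x axis); points are libraries, and lines give the mean with error bars of 1 SD over 3 libraries. DXO1 averaged 1.52 in dxo1-2 and 3.07 in the double mutant, and XRN3 21.6 in xrn3-8 and 40.2 in the double mutant.

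The first comparison measured the effect of the dxo1-2 mutation alone. Between dxo1-2 and Col-0, 9252 of the 21974 tested genes (42.1%) had an edgeR adjusted p under 0.05, 4714 of them higher and 4538 lower in dxo1-2. A limit of 2-fold moved this count most, to 2359 genes, 1252 higher and 1107 lower. Among the fits that each left out 1 library, the count ran from 7565, without dxo1-2 replicate 1, to 9618. In 12242 genes (55.7%) the libraries of the 2 genotypes did not overlap, where chance gives 10% for 3 against 3.

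The 2 named genes that rose most in dxo1-2 were the pseudogene AT5G35935, by a log2 fold change of 4.77 (SE 0.263, edgeR adjusted p 2.3e-08), and ORA47 (AT1G74930), by 3.31 (SE 0.321, adjusted p 2.2e-06). AT5G35935 rose from 0.394 ± 0.198 CPM (SD, n = 3) in Col-0 to 10.9 ± 1.64 (SD, n = 3), and as a pseudogene its reads could be split with similar genes. ORA47 rose from 5.50 ± 0.625 CPM (SD, n = 3) to 54.6 ± 14.7 (SD, n = 3) and overlaps a gene on the opposite strand, so its level is uncertain where strand was not used. The lowest were PDF1.2 (AT5G44420), at -4.68 (SE 0.628, edgeR adjusted p 4.2e-05), and ARD3 (AT2G26400), at -3.45 (SE 0.234, adjusted p 1.1e-07). The value of PDF1.2 depended on a single library, with -5.91 without dxo1-2 replicate 3. PDF1.2, which has near-identical family members, fell from 10.5 ± 3.40 CPM (SD, n = 3) to 0.411 ± 0.413 (SD, n = 3), and ARD3 from 11.5 ± 2.27 (SD, n = 3) to 1.04 ± 0.419 (SD, n = 3).

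The effect of xrn3-8 alone was smaller in the number of genes. Between xrn3-8 and Col-0, 7566 genes (34.4%) had an edgeR adjusted p under 0.05, 3585 higher and 3981 lower. At least a 2-fold change was seen in 2229 of them, 1292 higher and 937 lower. The share of calls that were higher was 47.4%, 51.1% with nuclear genes alone and 59.4% under upper quartile scaling. Libraries did not overlap in 10351 genes (47.1%), against 10% by chance. Among genes within the limits for naming, such as a mean of at least 5 CPM, AT5G35935 was highest here too, with a log2 fold change of 5.56 (SE 0.263, edgeR adjusted p 8.6e-09) and 18.9 ± 1.62 CPM (SD, n = 3). AT1G07050, a gene for a CCT motif protein, followed at 4.54 (SE 0.197, edgeR adjusted p 7.9e-09) and went from 1.88 ± 0.323 CPM (SD, n = 3) to 43.9 ± 7.47 (SD, n = 3). COL2 (AT3G02380) fell by 3.20 on the log2 scale (SE 0.236, edgeR adjusted p 3.7e-07), from 15.3 ± 2.32 CPM (SD, n = 3) to 1.66 ± 0.0892 (SD, n = 3), and it overlaps 2 genes on the opposite strand. RVE8 (AT3G09600) fell by 2.82 (SE 0.231, edgeR adjusted p 8.6e-07), from 19.0 ± 4.22 CPM (SD, n = 3) to 2.68 ± 0.810 (SD, n = 3). COL2 and RVE8 vary with the time of day, and the labels do not give the hour of harvest.

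The double mutant differed from Col-0 in 10188 genes (46.4%) with an edgeR adjusted p under 0.05, 5357 higher and 4831 lower, of which 3102 changed at least 2-fold, 1802 higher and 1300 lower. Libraries did not overlap in 12208 genes (55.6%), against 10% by chance. Within the limits for naming, DIN2 (AT3G60140) rose most, with a log2 fold change of 5.80 (SE 0.546, edgeR adjusted p 1.3e-06), from 1.29 ± 1.29 CPM (SD, n = 3) to 72.2 ± 11.4 (SD, n = 3). That value depended on single Col-0 libraries, with 5.35 without replicate 2 and 7.05 without replicate 1. NIT2 (AT3G44300) rose by 4.69 (SE 0.375, edgeR adjusted p 2.9e-07), from 11.6 ± 6.14 CPM (SD, n = 3) to 299.4 ± 32.3 (SD, n = 3), and it has near-identical nitrilase copies, so its count is uncertain. The lowest were AT4G13575 at -5.32 (SE 0.195, edgeR adjusted p 3.9e-10) and AT4G13577 at -5.16 (SE 0.280, adjusted p 9.5e-09). AT4G13575 fell from 216 ± 18.6 CPM (SD, n = 3) to 5.39 ± 0.627 (SD, n = 3), with 32.8 ± 7.88 (SD, n = 3) in dxo1-2 and 77.4 ± 14.4 (SD, n = 3) in xrn3-8. AT4G13577 fell from 14.9 ± 2.1 CPM (SD, n = 3) to 0.414 ± 0.0963 (SD, n = 3).

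**Figure D3:**
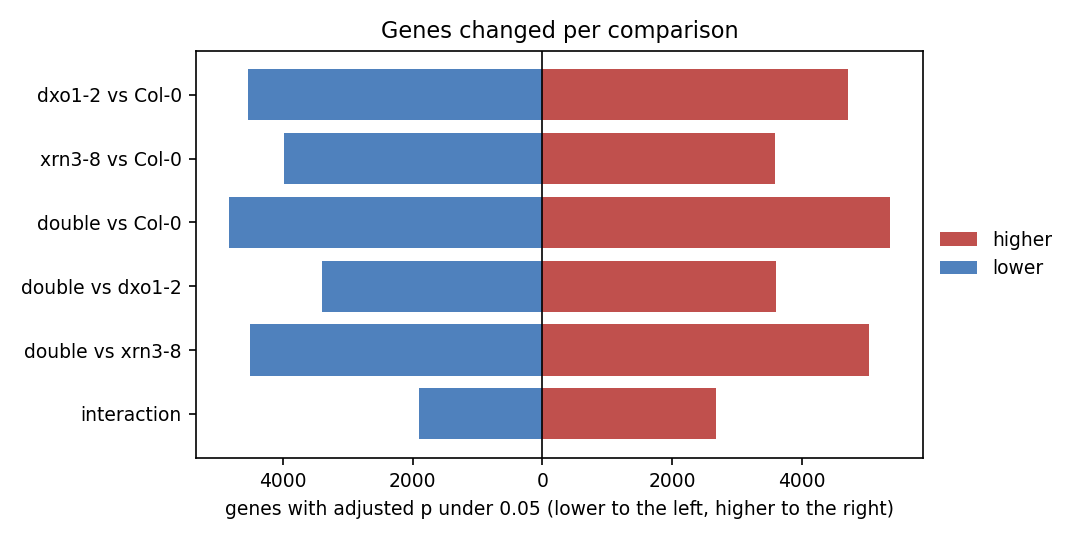
Number of genes (x axis) with an edgeR adjusted p under 0.05 in each of the 6 tests (y axis), with lower genes to the left of 0 and higher genes to the right. The double mutant against Col-0 gave 5357 higher and 4831 lower genes, and the interaction 2678 and 1906.

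The double mutant was then set against each single mutant, which measures 1 mutation on the background of the other. Against dxo1-2 it differed in 6997 genes (31.8%) with an edgeR adjusted p under 0.05, 3599 higher and 3398 lower, of which 1583 changed at least 2-fold. Under upper quartile scaling the split was reversed, with 3228 higher and 3825 lower. Non-overlapping libraries were seen in 9933 genes (45.2%), against 10% by chance. TH8 (AT1G69880) rose by 5.57 on the log2 scale (SE 0.264, edgeR adjusted p 2.8e-08), from 0.766 ± 0.144 CPM (SD, n = 3) in dxo1-2 to 36.6 ± 0.766 (SD, n = 3), and DIN2 by 4.72 (SE 0.502, adjusted p 1.3e-05; 5.57 without dxo1-2 replicate 3). UNE15 (AT4G13560) fell by 2.89 (SE 0.124, edgeR adjusted p 2.0e-08), from 13.7 ± 0.861 CPM (SD, n = 3) to 1.84 ± 0.0211 (SD, n = 3), and AT4G13577 fell by 2.85 (SE 0.282, adjusted p 6.9e-06). UNE15 overlaps a gene on the opposite strand, and it lies within 5 positions of AT4G13575 in the order of genes, as AT4G13577 does.

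Against xrn3-8 the double mutant differed in 9549 genes (43.5%) with an edgeR adjusted p under 0.05, 5040 higher and 4509 lower, of which 2670 changed at least 2-fold. Here too upper quartile scaling reversed the split, to 4330 higher and 5514 lower. The libraries were apart in 11174 genes (50.9%), against 10% by chance. NIT2 rose by 3.83 (SE 0.358, edgeR adjusted p 1.9e-06), with 21.1 ± 8.38 CPM (SD, n = 3) in xrn3-8. AT4G24700 rose by 3.8 (SE 0.346, edgeR adjusted p 1.5e-06), from 0.604 ± 0.362 CPM (SD, n = 3) to 8.68 ± 3.04 (SD, n = 3), and it overlaps a gene on the opposite strand. AT4G13575 fell by 3.84 (SE 0.183, edgeR adjusted p 6.8e-09), and ARD3 fell by 3.69 (SE 0.246, adjusted p 1.0e-07), to 0.553 ± 0.0637 CPM (SD, n = 3).

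Calls shared between comparisons were counted next. dxo1-2 and xrn3-8 shared 3773 genes, 2701 in the same direction and 1072 in opposite directions, where independent lists of these sizes would share 3186. dxo1-2 and the double mutant shared 6125, of which 5798 in the same direction, against 4290 for independent lists. xrn3-8 and the double mutant shared 4616, of which 4047 in the same direction, against 3508. Those numbers for independent lists do not allow for the Col-0 libraries that the comparisons share. In all 3 mutants, 2747 genes were changed, and 15239 genes were changed in at least 1. In the double mutant alone 2194 genes passed the threshold, and for 465 of these the interaction passed it too.

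Comparisons with the same Col-0 libraries share chance values, so each correlation of log2 fold changes across genes was set beside simulated unchanged groups. These groups held no changed genes, so their r came from shared chance values alone. Where many genes change, such values are a smaller part of r. A value below the simulated one therefore does not show that 2 mutants were less alike than by chance. Between dxo1-2 and xrn3-8, Pearson's r was 0.423 and Spearman's rho 0.288, below the simulated 0.506 and 0.462, and 58.4% of genes had the same sign against 66.8% in simulation. A mean count of at least 50 moved this r most, to 0.324. Between dxo1-2 and the double mutant r was 0.695 and rho 0.645 (simulated 0.508 and 0.464), with the same sign in 74.5% of genes. Between xrn3-8 and the double mutant r was 0.579 and rho 0.482 (simulated 0.514 and 0.468), with the same sign in 66.5% against a simulated 67.1%. Pairs without shared libraries were added after the data had been seen. The effect of xrn3-8 on the Col-0 background and on the dxo1-2 background correlated at r 0.282 and rho 0.292, and that of dxo1-2 on the Col-0 and the xrn3-8 background at r 0.281 and rho 0.418, against simulated r of 0.00314 and -0.000778.

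The interaction test asked whether the 2 mutations added up on the log2 scale. In 4584 genes (20.9%) the interaction had an edgeR adjusted p under 0.05, 2678 with a positive and 1906 with a negative value. The split was reversed under upper quartile scaling, with 2000 positive and 2886 negative, where the median over nuclear genes shifted to -0.10 from 0.01. A limit of 2-fold moved the number of calls most, to 1943. Among the fits that left out 1 library it was lowest without dxo1-2 replicate 1, at 3419, and DESeq2 gave the highest number, 5337. EARLI1 (AT4G12480) had the highest interaction among genes of at least 5 CPM on average, 4.82 (SE 0.260, edgeR adjusted p 2.6e-07), with 10.4 ± 2.32 CPM (SD, n = 3) in Col-0, 2.62 ± 0.272 (SD, n = 3) in dxo1-2, 3.70 ± 0.870 (SD, n = 3) in xrn3-8 and 26.2 ± 3.19 (SD, n = 3) in the double mutant. EARLI1 has near-identical neighbours and overlaps a gene on the opposite strand. PDF1.2 followed with 4.6 (SE 0.794, edgeR adjusted p 0.00111; 5.84 without dxo1-2 replicate 3), at 6.14 ± 4.29 CPM (SD, n = 3) in xrn3-8 and 5.83 ± 1.5 (SD, n = 3) in the double mutant. The lowest were AT5G35935 at -7.20 (SE 0.333, edgeR adjusted p 6.0e-08), with 3.50 ± 0.868 CPM (SD, n = 3) in the double mutant, and ORA47 at -3.62 (SE 0.434, adjusted p 7.9e-05), with 11.1 ± 5.22 (SD, n = 3) in xrn3-8 and 8.93 ± 1.90 (SD, n = 3) in the double mutant.

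Libraries depleted of rRNA keep plastid transcripts, and plastid-encoded genes took 51.3 ± 0.465% of the counts (SD, n = 3) in Col-0, 48.0 ± 0.491% (SD, n = 3) in dxo1-2, 51.2 ± 2.22% (SD, n = 3) in xrn3-8 and 43.7 ± 2.29% (SD, n = 3) in the double mutant. The difference from Col-0 was -3.34 percentage points in dxo1-2 and -7.63 in the double mutant, with all 3 libraries of each below the Col-0 libraries. The exact two-sided permutation p was 0.1 for both (Benjamini-Hochberg 0.15 over 3 tests), the smallest that 3 against 3 can give. In xrn3-8 the difference was -0.135 points (exact permutation p 1, adjusted 1), within the spread of the libraries, and its sign depended on single libraries, with 0.934 without xrn3-8 replicate 3. With mitochondrion-encoded genes and the 10 most abundant nuclear genes left out of the total, the differences were -3.45, -0.290 and -8.05 points.

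**Figure D4:**
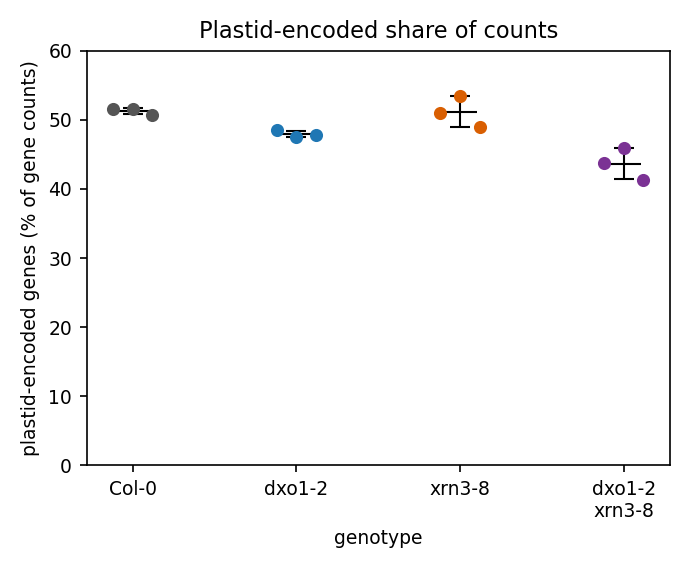
Plastid-encoded share of the gene counts in percent (y axis) for each library of the 4 genotypes (x axis); points are libraries, and lines give the mean with error bars of 1 SD over 3 libraries. The mean was 51.3% in Col-0 and 43.7% in the double mutant.

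Gene by gene, 124 plastid-encoded genes were tested. Their median log2 fold change was -0.27 in dxo1-2 (limma camera adjusted p 0.00019), -0.12 in xrn3-8 (adjusted p 0.0598) and -0.50 in the double mutant (adjusted p 1.5e-11). Over all genes tested, 33 of them were lower in dxo1-2, 4 in xrn3-8 and 66 in the double mutant, and 0 were higher. Adjusted over the list alone, 28, 0 and 67 were lower and 0 higher. At an unadjusted edgeR p under 0.05, 40, 10 and 79 were lower and 0, 2 and 0 higher. For the 103 mitochondrion-encoded genes the medians were 0.09, 0.14 and 0.12 (limma camera adjusted p 0.799, 0.00743 and 0.180). Over all genes tested 9, 6 and 17 were higher and 9, 0 and 7 lower, and adjusted over the list alone 5, 0 and 14 were higher and 6, 0 and 7 lower. At an unadjusted edgeR p under 0.05, 13, 13 and 21 were higher and 13, 0 and 7 lower.

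The 36 nuclear photosynthesis genes had median log2 fold changes of -0.30 in dxo1-2, -0.64 in xrn3-8 and -1.16 in the double mutant (limma camera adjusted p 0.00019, 2.4e-13 and 1.1e-18). Of these genes 14, 31 and 35 were lower over all genes tested, and 14, 32 and 36 adjusted over the list alone, and 0 were higher, also at an unadjusted p under 0.05. The 23 defence-response genes had medians of -1.0, -0.68 and -1.01 (limma camera adjusted p 3.9e-08, 2.6e-06 and 3.4e-06). There 21, 15 and 16 genes were lower and 0, 0 and 1 higher over all genes tested, and 21, 15 and 17 lower and 0, 1 and 1 higher adjusted over the list alone. The numbers at an unadjusted p under 0.05 were those adjusted over the list alone.

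Factors of rRNA maturation were listed because the series concerns rRNA processing. The 23 factors of cytosolic rRNA maturation had a median of 0.28 in dxo1-2 (limma camera adjusted p 0.00984), -0.11 in xrn3-8 (adjusted p 0.311) and 0.20 in the double mutant (adjusted p 0.0598). In dxo1-2, xrn3-8 and the double mutant 12, 2 and 10 were higher and 2, 5 and 2 lower, with the same counts adjusted over the list alone. The 9 factors of plastid rRNA maturation had medians of 0.36, -0.08 and 0.14 (limma camera adjusted p 0.00270, 0.981 and 0.110). In these mutants 8, 1 and 2 were higher and 0, 1 and 0 lower, again with the same counts adjusted over the list alone and at an unadjusted p under 0.05. For 17 genes named as cytosolic ribosomal proteins the medians were 0.42, -0.28 and -0.07 (limma camera adjusted p 0.110, 0.0323 and 0.446), with 9, 1 and 2 higher and 2, 8 and 2 lower over all genes tested, and 9, 1 and 2 higher and 4, 10 and 2 lower adjusted over the list alone. For 12 genes named as plastid ribosomal proteins they were 0.27, -0.32 and -0.09 (limma camera adjusted p 0.0687, 0.0728 and 0.882), with 5, 0 and 4 higher and 1, 5 and 3 lower over all genes tested, and 5, 1 and 4 higher and 1, 6 and 3 lower adjusted over the list alone. At an unadjusted p under 0.05, 7, 1 and 4 of these were higher.

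Of the 8 lists, 5 passed the threshold in dxo1-2, 4 in xrn3-8 and 3 in the double mutant. The alternative that moved these counts most was camera with a correlation estimated from the data, under which 0 lists passed in each mutant and 1, 0 and 0 had an unadjusted p under 0.05. Under fry, 6, 5 and 5 passed, and of the camera calls only that of the plastid-encoded genes in dxo1-2 was lost, with an adjusted p of 0.0992. The medians of the 8 lists against Col-0 kept their sign under RLE, upper quartile and nuclear-gene scaling, where the last gave no value for organelle genes. Other splits of the 6 libraries gave 2 to 5 lists under camera, so the number of camera calls alone does not separate the genotypes from other groupings.

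XRN3 acts in transcription termination, and reads running past the end of a gene would reach a neighbour on the same strand. Of 3578 nuclear genes higher in xrn3-8, 1053 (29.4%) had a same-strand upstream neighbour ending within 500 bp, against 23.7% of the 21742 nuclear genes with a neighbour that could be placed. Lists matched on mean expression held 23.8% on average and at most 26.0%, and the two-sided p over 10000 lists was 0.0002, the smallest they can give. A distance of 200 bp moved the share most, to 15.9%, and 1000 bp gave 41.03%, with the same p. Among genes lower in xrn3-8 the share was 19.5%, below the matched lists at 20.8% or more. Lower genes had low shares in the other comparisons too, with 20.8% in dxo1-2 and 20.9% in the double mutant (p 0.0002 each over 10000 matched lists, the smallest they can give) and 21.0% in the double mutant against dxo1-2 (p 0.0008). At 1000 bp the p was 0.240 for genes lower in dxo1-2 and 0.0078 for those lower in the double mutant. At 500 bp the share was 23.05% for genes higher in dxo1-2 (p 0.431 over the matched lists, a permutation test). It was 22.8% for genes higher in the double mutant (p 0.148). For genes higher in the double mutant than in dxo1-2 it was 21.5% (p 0.0028, below its matched mean of 23.3%, but p 0.170 at 1000 bp).

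**Figure D5:**
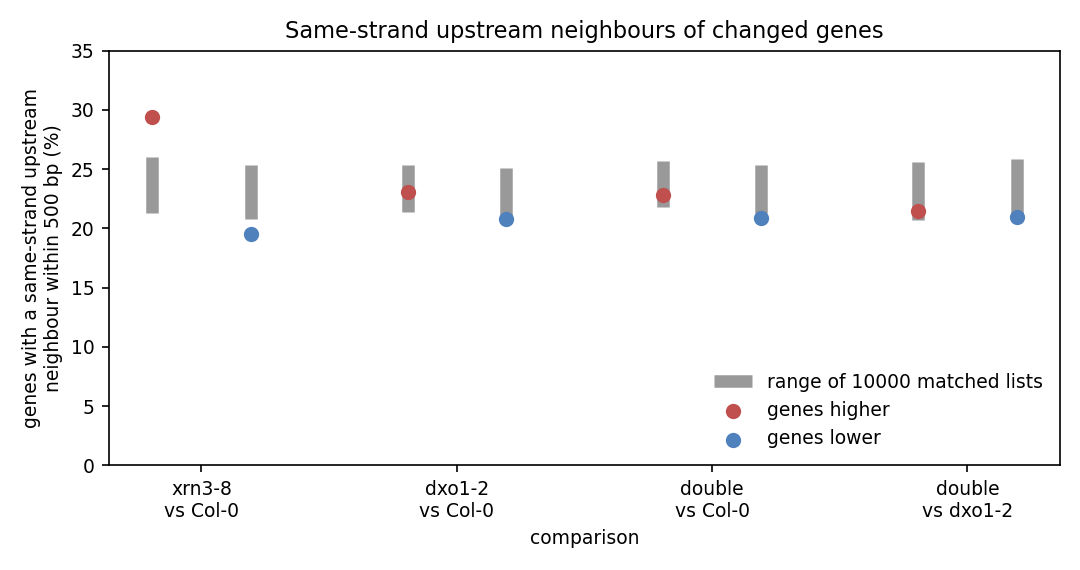
Share in percent (y axis) of higher or lower genes (points) with a same-strand upstream neighbour ending within 500 bp, for 4 comparisons (x axis), beside the range of 10000 lists matched on expression (grey bars). The share was 29.4% for genes higher in xrn3-8, above the highest matched list at 26.0%.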

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

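Of the tests below, those of scaling and of plastid transcripts on the interaction calls and on the mutated genes, the tests of allele copies, those of xrn3-8 material on the interactions, the interaction tests of the gene lists, the test of a floor for abundant genes, and the test on genes without counts in Col-0 were chosen only after the result was seen.

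The effect of each mutation differed with the other mutation present in 4584 of the 21974 tested genes, by the interaction test of edgeR. In 1 of the 100 drawn splits of the 12 libraries into 4 groups of 3, the real one, as many genes passed, and the other 99 gave at most 86. Drawn groups mix libraries of different genotypes, which widens the spread within groups and lowers the number of calls. The other splits therefore do not measure the rate of false calls. Several technical sources were tested by how many of the 4584 calls were shared. Upper quartile scaling, which kept the fewest of the scalings tried, shared 3906, and the fit without plastid- and mitochondrion-encoded genes shared 4378. After all libraries were thinned to 30325134 nuclear counts, 4369 were shared, and after the trend over GC content and gene length was removed from each library, 4198 of 5168. Most calls stayed in each case, so the tables argue against each source as the whole cause.

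Material of xrn3-8 in the double-mutant libraries was tested on the same calls. From 99 genes with 0 counts in Col-0, its share was at most 18.9%, the highest double-mutant library over the lowest xrn3-8 library. With that share removed from the double-mutant libraries, 4181 of the 4584 calls were shared in the same direction, and 3901 with 32.5% removed, the share if all DXO1 transcript of the double mutant came from it. This argues against such material as the whole cause. An xrn3-8 allele in part of the XRN3 copies would place the change of the double mutant over dxo1-2 between 0 and that of xrn3-8 over Col-0, if a partial loss acts in the same direction as the full loss and no more strongly. In 2275 of the calls (49.6%) the double mutant over dxo1-2 passed the edgeR threshold in the direction of the interaction, outside that range, which argues against it as the whole cause. For the other 2309 calls it cannot be told apart from a dependence between the mutations, since the counts do not show the alleles. An hour of harvest that differed between genotypes was not recorded and stays open for all calls, as does a true dependence between the mutations.

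Among the named genes, the interaction passed the threshold for EARLI1 (4.82), PDF1.2 (4.6), NIT2 (3.09), TH8 (2.60), DIN2 (2.34), COL2 (1.47) and RVE8 (1.41), in the positive direction. It was negative for AT5G35935 (-7.20), ORA47 (-3.62), AT1G07050 (-2.65), UNE15 (-2.29) and AT4G13575 (-1.12). The edgeR adjusted p was 2.6e-07, 0.00111, 0.000477, 0.000201, 0.0329, 0.00406 and 0.00550 in the first group, and 6.0e-08, 7.9e-05, 1.7e-05, 2.9e-06 and 0.00383 in the second. It did not pass for ARD3 (-0.25), AT4G13577 (-0.96) and AT4G24700 (1.17). Because these genes were chosen for large changes, sizes tend to be overstated. AT5G35935 went up in each mutant, to 10.9 CPM in dxo1-2, 18.9 in xrn3-8 and 3.50 in the double mutant, and its sum of single effects exceeds what the double mutant showed. Reads shared with near-identical genes could not be tested for AT5G35935, EARLI1, PDF1.2 and NIT2 with gene counts, and no biological explanation was tested for single genes.

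DXO1 and XRN3 differed as well, with interactions of 0.85 and 0.71: both transcripts were less reduced in the double mutant than in the single mutant. Over RLE, upper quartile and nuclear-gene scaling, the lowest interaction of the 2 genes was 0.603, with an adjusted p under 0.05 in each fit, which argues against scaling. Col-0 material in the double-mutant libraries would have to make up 21.3% of them for DXO1 and 61.7% for XRN3. Those shares differ, and 18 of 13159 abundant genes stayed in all 3 double-mutant libraries below 10.6% of their Col-0 level, which argues against it. Material of dxo1-2 would have to make up 49.8% to explain XRN3, and 10 of 13371 abundant genes stayed below 24.9% of their dxo1-2 level, which reached the 10 genes set beforehand as evidence against it.

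Material of xrn3-8 would not raise XRN3, at 40.2 CPM in the double mutant against 21.6 in xrn3-8. It would have to make up 18.5% of the double-mutant libraries to explain DXO1. There 9 of 13244 abundant genes stayed below 9.25% of their xrn3-8 level, short of the 10 set beforehand. A further test used 99 genes with 0 counts in the Col-0 libraries and at least 10 in each xrn3-8 library. Their summed level in the double mutant was 13.6 to 15.6% of that in xrn3-8, below the needed 18.5% but not in each library below 15.3%, the share needed by the lowest xrn3-8 library. A last test took the lowest share that DXO1 could need over the spread of its libraries, 14.3%, as a floor. In 9 abundant genes, AT4G13575, ARD3 and UNE15 among them, the highest double-mutant library lay below that share of the lowest xrn3-8 library, which speaks against the admixture. In 2 of the 9, AT2G06860 and UNE15, the gap to the floor had an adjusted p under 0.05, from the edgeR estimates over 13244 genes, and 3 had been set for this test. Admixture of xrn3-8 therefore cannot be told apart from its absence for DXO1, since the genes that break the floor stayed below the numbers set for these tests.

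A double mutant that carried an allele in 1 of 2 gene copies might also show a partial loss. For XRN3 the double mutant lay at -0.55 below dxo1-2, and 1 mutant copy of 2 would give -0.50, a difference of -0.0557 with a standard error of 0.0748. This cannot be told apart from a change in regulation, since the counts do not show the genotype of the reads. For DXO1 the value against xrn3-8 was -1.69 and 1 copy of 2 would give -0.77, a difference of -0.919, which argues against it. A compensating rise of the 2 transcripts in the double mutant stays open and was not tested.

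Of the 8 gene lists, 3 had an interaction past the threshold of limma camera, over 8 tests that were added after the data had been seen. The 23 defence-response genes had a median interaction of 0.99 (adjusted p 9.1e-07, fry 0.00198), with 11 genes called higher, 0 lower and 22 of 23 positive. They were lower in all 3 mutants, with a median of -1.01 in the double mutant and -1.0 in dxo1-2. A floor in the counts was tested: 0 of the 23 genes had an expected count under 3, and the lowest expected count was 19.3. The lowest median interaction over other scalings was 0.882. Both tests argue against these sources. With 18.9% of xrn3-8 material removed from the double-mutant libraries the median was 0.82, which argues against that material, although 32.5%, more than the genes without counts in Col-0 allow, would leave 0.43. In 7 of the 11 genes called higher, the double mutant also lay above dxo1-2 past the edgeR threshold, which an xrn3-8 allele in part of the XRN3 copies would not give. For the other 4 such an allele cannot be told apart from an interaction, since the counts do not show the alleles. Another hour of harvest stays open, and an effect of both mutations through 1 pathway is a candidate explanation that was not tested. The plastid-encoded genes had a median interaction of -0.14 and the nuclear photosynthesis genes of -0.19 (camera adjusted p 0.0476 for each), and under fry their adjusted p was 0.561, so these 2 rest on the preset correlation.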

How the results depend on the processing

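No test in this part was chosen after the result was seen, except the correlations between comparisons without shared libraries, which were added then. The number of changed genes stayed within 1.5 times its value under RLE and upper quartile scaling, both count filters, nuclear genes alone, DESeq2, the libraries of the 2 genotypes alone and each library left out. The last but one could not be applied to the interaction. The exception was a fold change of at least 2, which by its construction lowered the counts to 2359 in dxo1-2, 2229 in xrn3-8 and 3102 in the double mutant against Col-0, 1583 and 2670 in the double mutant against dxo1-2 and xrn3-8, and 1943 for the interaction. Leaving out 1 library gave 7565 to 9618, 6226 to 8117, 8692 to 10411, 5285 to 7280, 8347 to 9575 and 3419 to 4729 genes in the same order. The highest counts under other settings were 9925, 8067, 10606, 7621, 9973 and 5337. Against Col-0, upper quartile scaling moved the share of higher calls from 51.0 to 56.7% in dxo1-2 and from 47.4 to 59.4% in xrn3-8. In the double mutant it moved from 52.6 to 53.5% against Col-0, from 51.4 to 45.8% against dxo1-2 and from 52.8 to 43.99% against xrn3-8. In the interaction it moved from 58.4 to 40.9%.

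The libraries share replicate numbers across genotypes. The deviations of same-numbered libraries from their genotype means correlated between -0.122 and 0.154 over 18 pairs, with a mean of 0.00644, and 2 pairs were over 0.1, so the numbers do not pair the libraries. With the replicate number as a block, the counts were 8933 (genes changed, dxo1-2 vs Col-0), 7213 (genes changed, xrn3-8 vs Col-0), 9874 (genes changed, dxo1-2 xrn3-8 vs Col-0), 6661 (genes changed, dxo1-2 xrn3-8 vs dxo1-2), 9207 (genes changed, dxo1-2 xrn3-8 vs xrn3-8) and 4258 (genes changed, interaction of dxo1-2 and xrn3-8), with 5, 5 and 3 gene lists in the mutants. The block brought the plastid-encoded list in xrn3-8 to an adjusted p of 0.0297 and changed no other call of a list or a named gene.

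Of 634 values for single named genes, 628 kept their direction and their side of the threshold. The other 6 were XRN3 in dxo1-2 against Col-0, which passed the threshold under upper quartile scaling (0.23), a mean count of at least 50 (0.19), nuclear genes alone (0.21), the 2 genotypes alone (0.19), without xrn3-8 replicate 1 and without replicate 3 of the double mutant, with adjusted p from 0.0205 to 0.0486. It did not pass in the others, where the adjusted p rose to 0.10. The interaction of DXO1 ran from 0.727 to 0.924 over the libraries left out and that of XRN3 from 0.641 to 0.761.

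Of 402 values for gene lists, 362 were the same, 16 weaker, 18 stronger and 6 reversed. With a correlation estimated from the data, 0 lists passed in any mutant, at a lowest adjusted p of 0.244, and the cause was not tested. With fry, 5 passed in the double mutant. Leaving out 1 library gave 5 lists in dxo1-2, 3 to 5 in xrn3-8 and 3 to 4 in the double mutant. The plastid-encoded list in xrn3-8 lay at the threshold, with a median of -0.27 and an adjusted p of 6.8e-05 without xrn3-8 replicate 2, and it passed in 9 of the 12 fits that left out 1 library, all but those without Col-0 replicate 2, xrn3-8 replicate 1 or xrn3-8 replicate 3. The cytosolic ribosomal proteins in xrn3-8 no longer passed without Col-0 replicate 1 or xrn3-8 replicate 3, nor the mitochondrion-encoded genes without xrn3-8 replicate 1. The cytosolic rRNA factors passed in the double mutant without Col-0 replicate 1, Col-0 replicate 3 or replicate 3 of the double mutant. The reversed values were small: 5 were those of the set of plastid rRNA maturation factors median log2 fold change, xrn3-8 vs Col-0, which ran from -0.144 without xrn3-8 replicate 2 to -0.0130 without xrn3-8 replicate 3. Its camera direction was up with all libraries and down without Col-0 replicate 3, xrn3-8 replicate 2 or any library of the double mutant. The other was that of the genes named as plastid ribosomal proteins in the double mutant under fry (-0.0925, adjusted p 0.736). The cause was not tested.

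A mean count of at least 50 moved r between dxo1-2 and xrn3-8 to 0.324, between xrn3-8 on either background to 0.362 and between dxo1-2 on either background to 0.484. The cause was not tested. Leaving out 1 library gave r from 0.372 to 0.493 for dxo1-2 with xrn3-8, 0.637 to 0.725 for dxo1-2 with the double mutant, 0.541 to 0.616 for xrn3-8 with the double mutant, 0.221 to 0.315 for xrn3-8 on either background and 0.201 to 0.290 for dxo1-2 on either background. The plastid-encoded share of counts, xrn3-8 vs Col-0, was -1.28 points without xrn3-8 replicate 2 and 0.934 without xrn3-8 replicate 3, and 0.00801 without Col-0 replicate 2, because its libraries spread on both sides of Col-0. In dxo1-2 the difference ran from -3.62 to -3.15 and in the double mutant from -8.75 to -6.46 points. Neighbour distances of 1000 and 200 bp left the share of genes higher in xrn3-8 above the matched lists.

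With 3 libraries per genotype, no exact test of a single share falls under 0.1. Genes below the count filter were not tested.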

Other observations

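In this part, the tests on all ribosomal protein genes, on snoRNA genes, on divergent neighbours and on the rise of genes with a same-strand neighbour on either background were chosen only after the result was seen. The test of clock genes was prompted by the result for COL2 and RVE8, with its genes listed before their values were examined.

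Other groupings of the 6 libraries of a comparison were tried for each of the 5 pairwise tests. In each, 1 of the 10 splits, the real one, gave as many genes, and the other 9 gave 0 genes with an adjusted p under 0.05 and 259 to 2204 at an unadjusted p under 0.05. Groups of the other splits mix both genotypes, which widens the spread and lowers the number of calls. Their counts are therefore no measure of the rate of false calls. For the gene lists under camera, 2, 5 and 8 of the 10 splits gave as many lists as dxo1-2, xrn3-8 and the double mutant, while under fry the other splits gave 0, 0 to 1 and 0 to 1 lists. With 10 splits no share can fall under 0.1.

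The genes higher in xrn3-8 were tested for reads running in from a neighbour. Expression level alone was set against 10000 matched lists, and 0 held as large a share with a same-strand neighbour. Among genes under 1 CPM in Col-0, 1111 with a same-strand upstream neighbour within 500 bp had a median log2 fold change of 0.83 in xrn3-8, with 431 (38.8%) called higher. The 391 with a divergent neighbour had a median of 0.31, with 79 (20.2%) called higher. The difference was 0.527 (permutation p 1e-05, the smallest that 100000 permutations can give), which argues against genomic DNA or other reads outside genes as the whole source. Genes with a more strongly expressed neighbour rose by a median of 1.45 (481 genes) against 0.56 (480 genes), a difference of 0.890. Read-through from the upstream gene may explain this part of the rise, as a hypothesis found and tested on the same libraries. For genes with few reads a median of fitted values depends on the prior count.

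The choice of genes weak in Col-0 raises their changes against Col-0, and in dxo1-2 the same genes had medians of 0.31 with a same-strand and 0.36 with a divergent neighbour. The difference between these 2 groups was therefore compared. It was smaller with dxo1-2 mutated too: in the double mutant over dxo1-2 it was 0.0322, against 0.527 in xrn3-8 over Col-0, a ratio of 0.0611 (95% bootstrap interval -0.170 to 0.229). The interval is over genes, which are not independent replicates. In the double mutant against Col-0 the medians were 0.40 and 0.47. Of the 99 genes with 0 counts in Col-0, 86 (86.9%) had a same-strand neighbour upstream, against 53.4% of nuclear genes, and their median count was 25.3 in xrn3-8, for which they were chosen, and 2.33 in the double mutant. The partial return of the XRN3 transcript in the double mutant could lower this difference, and a need for DXO1 could as well. The 2 cannot be told apart, since XRN3 and DXO1 levels change together in the double mutant.

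As a list, the 303 tested nuclear genes named as ribosomal proteins had medians on opposite sides of 0 in the single mutants. The median log2 fold change was 0.39 in dxo1-2 (limma camera adjusted p 7.9e-16, fry 9.3e-08), with 187 higher and 4 lower, and -0.23 in xrn3-8 (adjusted p 3.8e-08, fry 6.8e-06), with 7 higher and 122 lower. In the double mutant it was 0.05 (adjusted p 0.359, fry 0.00711), with 75 higher and 38 lower. In 221 genes the fold change was above 0 in dxo1-2 and below 0 in xrn3-8. The median difference of 0.589 was reached by 0 of 10000 lists matched on expression, gene length and GC content (mean 0.298, highest 0.444, one-sided permutation p 1e-04, the smallest they can give). The median in xrn3-8 nearest to 0 over other scalings was -0.160. These tests argue against expression level, length, GC content and scaling as the whole cause, while the matched lists alone reached a mean of 0.298. As a hypothesis, the 2 mutations may shift the supply of ribosomal protein transcripts in opposite directions, and another hour of harvest stays open because such transcripts can vary over the day. Of the 303 genes, 27 are also in the lists of named ribosomal proteins that were fixed beforehand.

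The 187 tested snoRNA genes, of median length 93 bp, had a median of -0.43 in dxo1-2, 0.07 in xrn3-8 and -0.05 in the double mutant. Their median log2 CPM was -0.48 to -0.43 in the Col-0 libraries and -1.09 to -0.71 in dxo1-2. It was -0.67 to -0.17 in xrn3-8 and -0.83 to -0.27 in the double mutant. The libraries of these 2 genotypes lay on both sides of Col-0, so the signs of their medians stay open. In dxo1-2, 152 of 187 were below 0, with 29 called lower and 0 higher, and camera gave an adjusted p of 1.3e-05, while fry gave 0.0714, so the list does not pass under fry. A loss of short transcripts in the dxo1-2 libraries would lower other short genes too. The median of 137 other genes of at most 300 bp was 0.138, but their median length was 220 bp and their median level 0.191 CPM, with 18 called higher and 10 lower. The 12 tRNA genes (median length 75 bp, 0.235 CPM) had a median of 0.39, with 10 above 0 and 1 called higher, and the 12 snRNA genes (median length 194.5 bp, 0.177 CPM) a median of 1.25, with 11 above 0 and 4 called higher. They go against such a loss, but only 5 and 1 of them reached the median level of the snoRNA genes. A loss near the length of snoRNAs therefore cannot be told apart from a change in snoRNAs, since the other short genes are few and near the floor. Over other scalings the snoRNA median nearest to 0 was -0.391. Processing of snoRNAs is a candidate explanation that was not tested, and with a median level of 0.656 CPM the list is weakly covered.

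COL2 and RVE8, the lowest named genes in xrn3-8, vary with the time of day, so 12 clock genes were listed from general knowledge before their values were examined. The 3 morning genes CCA1, LHY and PRR9 had log2 fold changes of -2.37, -2.35 and -2.24 in xrn3-8, all past the edgeR threshold. The other 9 genes were listed as evening genes, a label used here for all that peak after the morning genes, PRR7 included. Of these, 8 were higher (TOC1 1.39, GI 0.87, ELF4 5.74, PCL1 2.00, PRR5 0.64, PRR3 2.38, ELF3 0.90 and FKF1 3.39), and PRR7 was at -0.07. The morning median minus the evening median was -3.74, with an exact two-sided permutation p of 0.0227 over 220 splits of the genes, which are not independent replicates. In the double mutant the morning genes were at -0.64 to -1.06 and the evening median at 1.35. In dxo1-2 the evening median was 0.71, with 6 of 9 called higher and 1 lower, FKF1 at 1.82 and PCL1 at 1.19, while PRR9 rose by 1.09 and CCA1 and LHY did not pass, so the hour of harvest is a limit for dxo1-2 too. These medians kept their signs under the 3 other scalings. A harvest of xrn3-8 at another time of day could give its pattern, and a clock of altered phase predicts it equally. A shift of the xrn3-8 harvest alone would not reach the double mutant, with an evening median of 1.35 against 0.71 in dxo1-2. The hour of the double mutant would then have to differ as well. Genotypes were grown and extracted in parallel per the design text, but the hour of harvest is not in the labels. Any gene that varies over the day, COL2 and RVE8 among them, shares this limit.

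Genes linked to a mutated locus could carry variants of another strain. Of the genes changed 2-fold in dxo1-2, 16.1% lay on the chromosome of DXO1, against 15.2% of tested genes, and in xrn3-8 26.7% lay on that of XRN3, against 26.3%. Of the 100 genes nearest to each locus 11 changed 2-fold, against 10.8 and 10.2% of all tested genes. This argues against linked segments as the source of most changes.

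Of all reads in a file, the share without a feature was 8.89 ± 0.21% (SD, n = 3) in Col-0 and 8.55 ± 0.766% (SD, n = 3) in dxo1-2. It was 9.62 ± 1.38% (SD, n = 3) in xrn3-8 and 8.96 ± 1.9% (SD, n = 3) in the double mutant. In no mutant did all 3 libraries lie above Col-0 for this share or for the ambiguous, unaligned and non-unique shares. The ambiguous share lay below Col-0 in all libraries of dxo1-2 (0.999%) and the double mutant (0.983%), against 1.13%. Depth was tested as a source: the share without a feature rose with the total in 3 of 4 genotypes and fell in Col-0, so depth cannot be told apart from chance with 3 libraries each.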
